A study of Mus musculus with 262 samples.

How the data were processed

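The values analysed were tables that the authors deposited; no reads were processed here. The labels describe polyadenylated RNA of sorted mouse kidney cells loaded on the C1 microfluidic system, on which single cells were lysed, reverse transcribed and amplified, and tubules that were dissected by hand, with RNA extracted in Trizol. Libraries were made with standard Illumina protocols, per the labels. The aligner and its version are not given in the sources used here for any table.

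The deposited TPM tables (transcript abundances that the authors scaled to a fixed total within each sample) cover 235 single cells, 4 bulk c-Kit and DBA samples and 19 tubules, each with 47069 genes under Ensembl identifiers. The unit of the tubule table is not stated and was read from its values, since column sums ran from 999999.1 to 1000000.5. The genome build and the program behind the TPM values are not given in the sources used here. For the GFP samples the deposited files hold raw read counts made with HTSeq-count and RPKM values, both on the RefSeq annotation of mm10, per the file headers and names. Strand mode is not given in the sources used here, so overlapping and antisense genes are uncertain. The count table has 24111 genes, of which 27 hold symbols that a spreadsheet turned into dates and 2 symbols are repeated. Reads that HTSeq-count assigned to no feature made up 66.5% to 72.7% of all reads listed per sample and stayed out of library sizes and tests. The authors' RPKM values (reads scaled by gene length and library total, 29732 genes) were used in 1 alternative.

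Reads in genes numbered 40815091 and 38081069 for the GFP-negative and 35530885 and 37317165 for the GFP-positive samples. TPM keeps no depth, so no interval for a TPM value and no detection limit in reads can be given for the other samples. PCR copies are not independent molecules, and intervals on shares of cells cover counting error only. The number of deposited per-sample columns that were not used was 0.

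Samples were grouped by their titles. Columns of the count and bulk TPM tables carry the replicate number of a title, so they were tied to single samples. Columns of the tubule, RPKM and single-cell tables show the group and were used as members of a group. The running numbers of the single-cell table are not stated to be the running numbers of the titles. The sort label of a cell (DBA and c-Kit together, DBA, c-Kit or PNA), which is attached to the title, was therefore not assigned to columns.

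GFP counts were compared with edgeR 4.0.16 in R 4.3.3 (TMM normalization, filterByExpr by group, quasi-likelihood F test). TPM values were compared with limma 3.58.1 on log2(TPM + 1), among genes with a mean of at least 1 TPM over the samples compared, with a variance trend. P-values were adjusted by the Benjamini-Hochberg method within each comparison and genes were called at an adjusted p under 0.05. Standard errors of edgeR differences were taken from the F statistic. Only the 2 groups compared entered each fit, without covariates. Tables that were normalized separately were not tested against each other.

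For single cells the mean TPM per type and the share of cells with a TPM of at least 1 were computed with Python 3.11.15 and scipy 1.17.1, with exact Clopper-Pearson 95% intervals. All 235 cells were kept, and cell types are the authors' own. No caller of doublets was run, because the values are not counts of molecules. A single cell was captured per chamber, per the labels. Agreement between data sets was Spearman's rho across genes, matched by Ensembl identifier or, for the GFP samples, by unique symbol.

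The genes named in the text follow a rule set before the data were examined. They are the 39 cell type markers and 23 physiology genes of fixed lists, and in each replicated comparison the 5 genes per direction with the largest absolute log2 difference among called genes with groups that do not overlap and a mean of at least 10 (CPM or TPM). In each cell type they are the 5 genes with the largest log2 ratio, after adding 1, of the mean to the highest other mean, among genes with a mean of at least 50 TPM and detection in at least 50% of cells. Of the 39 markers, 34 belong to a single-cell type and 5 to the thick ascending limb. Values of 1 marker are not reported here; it stays in the fits and in counts and medians over the marker lists, and was left out of the search for outlying cTAL samples. Genes of the lists for distal convoluted and connecting tubule, plasma cells, mast cells and macrophages in the closing section were chosen later.

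Alternatives set beforehand were DESeq2 1.42.0, another size factor, other filters (none, a mean of at least 50 counts, a mean of at least 10 TPM), RPKM, pseudocounts of 0.1 and 5, quantile normalization, no variance trend, sample weights, the replicate number as a block, leaving out each bulk sample, other summaries over cells and other detection thresholds. For the tubules 3 more were added after seeing the data. Coordinates were taken from GENCODE M21 on GRCm38, the build named mm10 in the GFP files, by gene symbol.

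The fits were tested on simulated data with 200 changed genes each. With 15708 genes tested in the form of the GFP comparison, 62.8% of the changed genes tested were recovered with 2 false calls. With 14302 genes in the form of the c-Kit comparison, 82.0% were recovered with 5 false calls, and with 13173 genes in the form of the tubule comparison, 57.3% were recovered with 8 false calls. No recovered gene had the wrong sign in any of the 3. In the tubule form 6.56% of the 122 calls were false. The simulated changes were few next to the 5101, 6348 and 2526 genes called in the data. They went in both directions, without a shift of composition between the groups. The simulations therefore do not test error rates where many genes differ or the composition shifts.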

Results

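RNA was sequenced from kidneys of 2-month-old male mice in 262 samples of 3 kinds. The first kind comprised 235 single cells of C57BL/6 mice, captured on a microfluidic chip after cell sorting and named by the authors as 87 type A intercalated cells, 23 type B intercalated cells, 74 principal cells, 19 proximal tubule cells and 32 non-epithelial cells. Principal and intercalated cells are the main cell types of the renal collecting duct. The second kind comprised bulk samples of sorted cells: 2 sorted on c-Kit, the receptor encoded by Kit, 2 sorted on DBA, and 2 GFP-positive and 2 GFP-negative samples from a mouse strain whose name joins Atp6v1b1 to GFP. The third kind comprised single microdissected tubules, 11 cortical collecting ducts (CCD) and 8 cortical thick ascending limbs (cTAL).

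Depth was known only for the GFP samples, where between 35530885 and 40815091 reads per sample were assigned to genes. The other tables held TPM values, transcript abundances scaled to a fixed total per sample, which keep no depth, so the depth of the single cells, the c-Kit and DBA samples and the tubules is unknown. A single cell had between 1092 and 4307 genes at a TPM of at least 1. The median was 2704 genes in type A, 2759 in type B, 2924 in principal, 3253 in proximal tubule and 2861.5 in non-epithelial cells.

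The single cells address which transcripts separate the collecting duct cell types. Cells had been sorted on 1 or more surface labels before capture, and the types differ in this: 17 of the 23 type B cells were sorted on PNA, a label given to no cell of another type. No animal was named for any cell, so each cell type was treated as 1 sample. The values below are therefore means over cells with no replicate error, and no difference between cell types was tested. Of 34 marker genes fixed beforehand for the 5 types, 31 had their highest mean TPM in a type they were listed for. For Col1a2 this rested on 1 of 32 non-epithelial cells. The exceptions were Pecam1, Emcn and Pdgfrb, which were listed for non-epithelial cells and were detected in 0, 1 and 0 of the 32 non-epithelial cells. Taking the median over cells in place of the mean moved this count most, to 29. Cells sorted on DBA and c-Kit together occurred in all 5 types, so the sort label alone did not name the types. How the authors named them is not given in the sources used here. If they used such marker transcripts, this count and the marker values below are no independent check of the types.

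Among the collecting duct types, the largest log2 difference from the next type was found in type B cells. Slc26a4 had a mean of 1201 TPM in type B cells and a highest mean elsewhere of 0.447 TPM, in principal cells, a log2 difference of 9.70 on the scale of TPM plus 1. It was detected, at a TPM of at least 1, in 23 of 23 type B cells and in 2 of 87 type A cells. The exact Clopper-Pearson 95% intervals, which here and below cover counting error only, were 85.2% to 100% and 0.280% to 8.06%. Hmx2 followed with 218 TPM in type B cells against 1.09 TPM in type A cells, and Insrr with 146 against 10.4 TPM. The other genes picked by the same rule of size were Scand1 and NCBP2-AS2, with log2 differences of 3.39 and 3.23 from the next type.

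In type A cells the genes with the largest distance from the next type were Dmrt2, Slc4a1, Aqp6, Adgrf5 and Zak, with log2 differences between 2.09 and 2.69. Slc4a1 had a mean of 195.0 TPM in type A cells and 0.316 TPM in type B cells, and was detected in 77 of 87 and 1 of 23 cells. The next type for Dmrt2, Slc4a1, Aqp6 and Adgrf5 was the non-epithelial cells, where Slc4a1 averaged 32.7 TPM and was detected in 15 of 32 cells (46.9%, interval 29.1% to 65.3%). Kit had 289.6 TPM in type A, 46.1 TPM in type B and 88.6 TPM in non-epithelial cells, and 1 of the type A columns with high Kit (1073 TPM) also held 6459 TPM of the mast cell transcript Cpa3. Slc4a9, listed as a type B marker, was also present in type A cells, at 229.9 against 405.7 TPM in type B cells. Foxi1 averaged 219 TPM in type A and 588 TPM in type B cells, and 4.66 TPM in principal cells.

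Principal cells had the highest means of Aqp2 (2142 TPM), Aqp3 (1671 TPM), Fxyd4 (5518 TPM), Hsd11b2 (1009 TPM) and Avpr2 (667 TPM). The genes picked by size were Mgat4c, Mcoln3, Btc, Kcnj1 and Tspan12, with log2 differences from the next type between 3.30 and 3.81. Aqp2 was detected in 74 of 74 principal cells (interval 95.1% to 100%). It was also detected in 58 of 87 type A cells (66.7%, interval 55.7% to 76.4%), at a median of 2.81 TPM. These were unevenly placed along the running numbers of the type A columns, with 9 of the first 37 and 49 of the last 50, a division placed at the largest step in Aqp2 itself. Aqp2 was detected in 14 of 19 proximal tubule cells (73.7%, interval 48.8% to 90.9%), at a median of 47.7 TPM, and in 3 of 23 type B cells (13.0%, interval 2.78% to 33.6%), so no single background level could be set for it.

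Among the proximal tubule cells the genes picked by size were Ptgds, Susd2, Hao2, Slc7a9 and Fmo1, with log2 differences from 5.54 to 8.33. Lrp2 was detected in 18 of 19 of these cells. Wfdc17, Ifi27l2a, Ccl3, Dnase1l3 and Lst1 were picked for the non-epithelial cells, with log2 differences from 9.12 to 9.55. Cd74 averaged 31135 TPM there and was detected in 32 of 32 cells, and Ptprc averaged 509 TPM and was detected in 30 of 32.

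**Figure D1:**
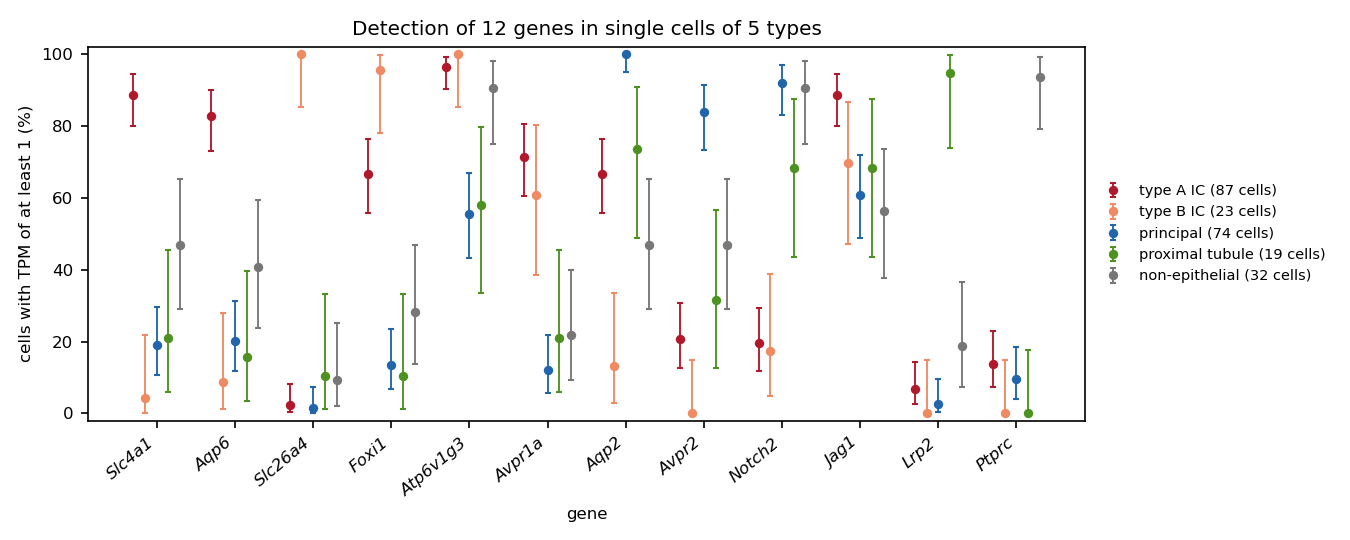
The share of cells with a TPM of at least 1 (vertical axis, percent) is plotted for 12 genes (horizontal axis) in the 5 single-cell types; points are shares and bars are exact 95% intervals for counting error. Slc26a4 was detected in 23 of 23 type B cells and 2 of 87 type A cells, whereas Aqp2 was detected in 74 of 74 principal cells and also in 58 of 87 type A cells.

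The physiology list, 23 genes fixed beforehand, was read in the same cells. Avpr1a, a vasopressin receptor gene, averaged 89.1 TPM in type A and 77.9 TPM in type B cells, and 3.09 TPM in principal cells. Its medians were lower, at 6.23 TPM in type A, 15.9 TPM in type B and 0.01 TPM in principal cells. It was detected in 62 of 87 type A cells (71.3%, interval 60.6% to 80.5%), 14 of 23 type B cells (60.9%, interval 38.5% to 80.3%) and 9 of 74 principal cells (12.2%, interval 5.71% to 21.8%). The principal cell share was no higher than the share in proximal tubule cells, 4 of 19 (21.1%, interval 6.05% to 45.6%). Avpr2 went the other way, detected in 62 of 74 principal cells (83.8%), 18 of 87 type A cells (20.7%) and 0 of 23 type B cells. The exact interval allows a share of detection of up to 14.8% in type B cells. With depth unknown, it does not bound the share that express Avpr2. The type A share was no higher than that in proximal tubule cells, 6 of 19 (31.6%). Among the genes of Notch signalling, Notch2 averaged 65.7 TPM in principal, 2.88 TPM in type A and 4.05 TPM in type B cells, and was detected in 68 of 74, 17 of 87 and 4 of 23 cells. It was not restricted to principal cells, with 56.0 TPM and 29 of 32 cells in the non-epithelial type and 36.9 TPM and 13 of 19 cells in the proximal tubule type. Jag1, the gene of a Notch ligand, averaged 254 TPM in type A, 245 TPM in type B and 114 TPM in principal cells. It was detected in 77 of 87, 16 of 23 and 45 of 74 cells, against 13 of 19 proximal tubule cells (68.4%, interval 43.4% to 87.4%). The levels differed more than the shares, with medians of 186 TPM in type A, 34.8 TPM in type B, 27.9 TPM in principal and 1.77 TPM in proximal tubule cells, where the mean was 34.7 TPM.

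The GFP-positive and GFP-negative fractions address which genes are higher in cells that carry the Atp6v1b1 reporter. Atp6v1b1 itself had 427 ± 40.3 CPM (counts scaled to a fixed library total) in the GFP-positive samples (SD, n = 2) and 12.9 ± 3.83 CPM in the GFP-negative samples (SD, n = 2). The log2 difference was 4.97 with a standard error of 0.23 (adjusted p 2.77e-05, edgeR quasi-likelihood test). The gene lies on chromosome 6 from 83742990 to 83758855 on the plus strand of GRCm38, in the GENCODE M21 annotation.

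Over 15671 genes tested with edgeR, 5101 had an adjusted p under 0.05, of which 2386 were higher and 2715 lower in the GFP-positive fraction. The alternative that moved this most was limma on the deposited RPKM values, which called 1639 of 13474 genes. Among called genes with groups that did not overlap and a mean of at least 10 CPM, the largest positive differences belonged to Klkb1 (7.14), Slc26a4 (7.12), Pga5 (7.02), Hmx2 (7.01) and Foxi1 (6.90). Slc26a4, on chromosome 12 from 31519827 to 31559969, had 736 ± 186 CPM against 5.09 ± 3.26 CPM (SD, n = 2 each; adjusted p 4.31e-05, edgeR). Foxi1, on chromosome 11 from 34204338 to 34208089, had 502 ± 248 CPM against 4.02 ± 1.15 CPM (SD, n = 2 each; adjusted p 4.31e-05, edgeR). On the log2(RPKM + 1) scale the difference of Klkb1 was 2.53 and that of Hmx2 was 3.70, both still called by limma.

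The largest negative differences belonged to Ccl4 (-4.90), Ccl3 (-4.86), C1qb (-4.37), Cybb (-4.19) and Il1b (-3.98). The 2 GFP-negative samples differed in these genes, Ccl3 having 142 CPM in replicate 1 and 26.9 CPM in replicate 2, against 3.01 and 2.87 CPM in the GFP-positive samples. Without GFP-negative replicate 1 the difference of Ccl3 was -3.40, and Cybb was no longer called with limma on RPKM values (difference -2.82).

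The markers of each cell type moved together in this comparison, except those of the thick ascending limb. All 4 type A, 4 type B and 5 shared intercalated markers were higher in the GFP-positive fraction, with median log2 differences of 6.35, 6.90 and 6.25. Of the 8 principal cell markers, 7 were higher, with a median of 2.15 over the 8, and Aqp4 was not called (0.30, adjusted p 0.394, edgeR). The difference of Fxyd4 rested on GFP-positive replicate 2, without which it was 0.83 in place of 1.67. Genes of the distal convoluted and connecting tubule, listed later, were also higher, with a median of 3.97. Aqp2 had 242 ± 113 CPM against 49.7 ± 8.00 CPM (SD, n = 2 each; log2 difference 2.21, adjusted p 9.09e-04, edgeR). All 7 proximal tubule markers and 5 of the 6 non-epithelial markers were lower, with medians of -2.21 and -2.33. Ptprc, one of these 5, was called at an adjusted p of 0.0436 (edgeR, difference -1.54) and lost the call without GFP-negative replicate 1 (-0.34), GFP-positive replicate 1 (-1.44) or GFP-positive replicate 2 (-1.69). With limma on RPKM values Ptprc (-0.82), Pecam1 (-0.96), Col1a2 (-1.52), Slc5a12 (-1.40) and Cldn16 (1.36) were not called. Among the thick ascending limb markers, Cldn16 was higher (1.29) and Cldn10 lower (-1.26). Umod (0.57), Slc12a1 (0.56) and Ptger3 (0.22) were not called by edgeR. DESeq2 called Umod (0.56), and edgeR called Slc12a1 without GFP-positive replicate 2 (0.95). Umod had 6646 ± 1175 CPM in the GFP-positive and 4196 ± 16.5 CPM in the GFP-negative samples (SD, n = 2 each). Slc12a1 had 5906 ± 2655 and 3768 ± 649 CPM, so transcripts of this segment were abundant in both fractions. Cldn10 averaged 135.9 TPM in single proximal tubule cells, so its lower level need not come from thick ascending limb.

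Of the physiology list, all 23 genes were tested in the GFP fractions, and 16 were called over all genes tested and 16 when adjusted over the list alone. Avpr1a, on chromosome 10 from 122448499 to 122453452, had 300 ± 33.7 CPM in the GFP-positive and 3.67 ± 1.85 CPM in the GFP-negative samples (SD, n = 2 each; log2 difference 6.29, adjusted p 3.11e-05, edgeR). Jag1 was higher (1.56, adjusted p 4.18e-04, edgeR), whereas Notch2 (-0.37, adjusted p 0.134) and Hes1 (0.42, adjusted p 0.203) were not called by edgeR. Notch3 was called higher (1.20, adjusted p 0.0258, edgeR) but not without GFP-negative replicate 1 (1.06, adjusted p 0.0656) or GFP-positive replicate 1 (0.80, adjusted p 0.233), nor with RPKM values (0.66). Notch1 was not called (0.53) except without GFP-negative replicate 1 (0.96). Nr3c1 was called lower (-0.63) but not without GFP-negative replicate 1 (-0.53) or GFP-positive replicate 2 (-0.60), nor with RPKM values (-0.57). Kcnma1 was called lower (-1.39) but not without either of these samples (-1.06 and -1.09).

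**Figure D2:**
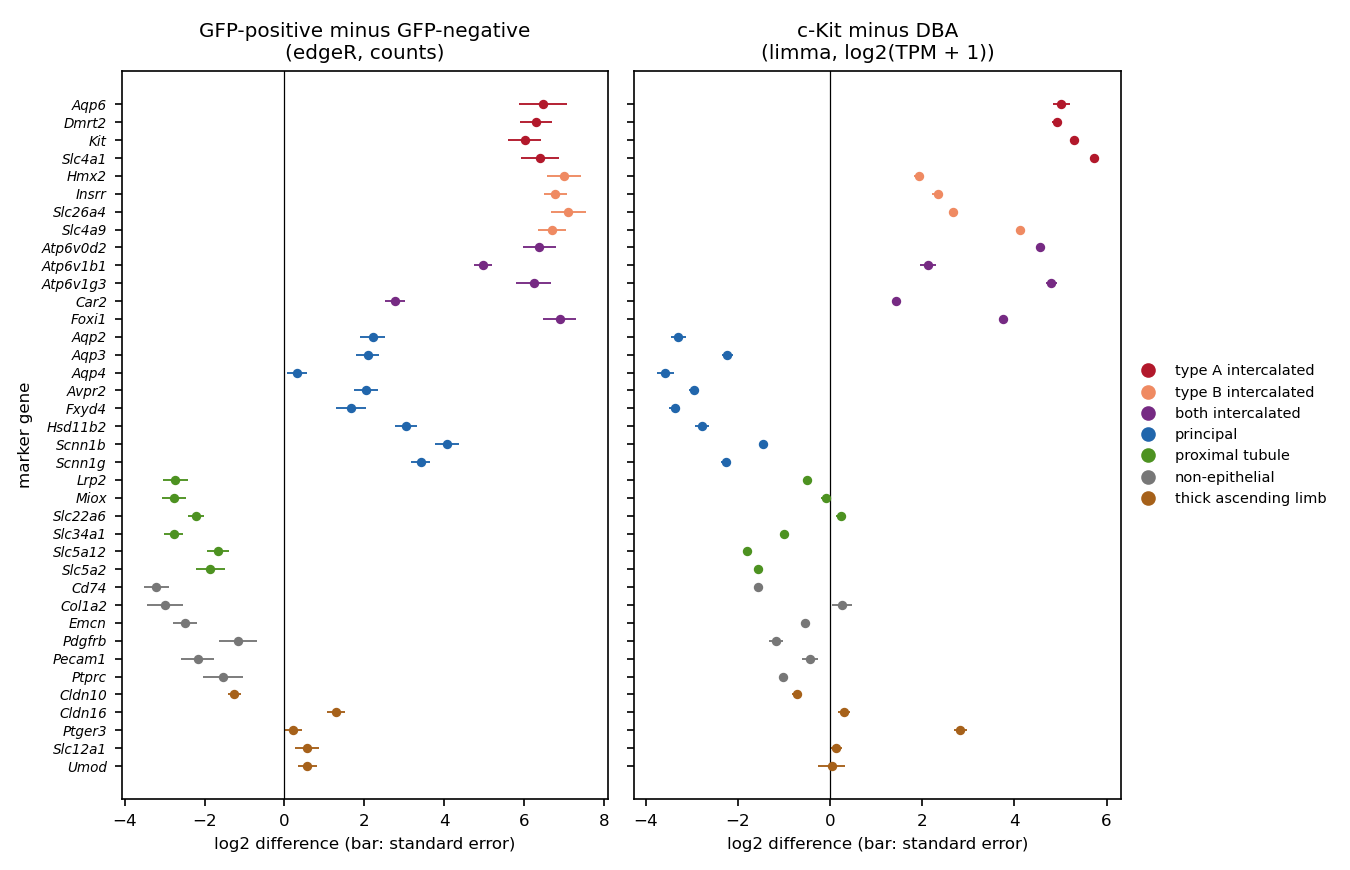
Log2 differences (horizontal axes) of marker genes (vertical axis) are plotted for GFP-positive minus GFP-negative and for c-Kit minus DBA, 2 samples per group, with bars of 1 standard error from edgeR and limma; colours mark the cell type each gene was listed for. Intercalated markers lie to the right of 0 in both panels, while principal cell markers other than Aqp4 were called higher in the GFP-positive fraction and all 8 were called lower in the c-Kit fraction.

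The c-Kit and DBA fractions address which genes separate cells sorted on these 2 surface labels. Kit had 756 ± 1.75 TPM in the c-Kit samples and 18.2 ± 0.438 TPM in the DBA samples (SD, n = 2 each). The log2 difference was 5.30 with a standard error of 0.06 on the log2(TPM + 1) scale (adjusted p 5.56e-07, limma). Log2 differences of TPM values in this text are on that scale, which understates the change of low genes. Replicates were close, with a median absolute log2 difference between the 2 samples of 0.105 for c-Kit and 0.0895 for DBA, compared with 0.241 and 0.224 between the GFP-negative and GFP-positive replicates. Whether they are separate animals is not stated in the labels.

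Of 14341 genes tested with limma, 6348 were called, 2315 higher and 4033 lower in the c-Kit fraction. The median difference over all genes tested was -0.11, and quantile normalization moved it to 0.02 and the split to 3055 higher and 3072 lower. Fewer genes were called when a DBA sample was left out than when a c-Kit sample was. Without a DBA sample the replicate spread came from the c-Kit pair alone, which differed more (median 0.105 against 0.0895). The drop therefore does not show that the count rested on the DBA values. Slc4a1 was among the 5 largest positive differences, with 1727 ± 49.6 TPM against 31.6 ± 4.28 TPM (SD, n = 2 each; log2 difference 5.73, adjusted p 5.78e-07, limma), as was Oxgr1 (5.59). The other 3 were immunoglobulin genes, Ighv10-3 (6.67), Igkv10-96 (6.29) and Igha (5.62). The first 2 belong to a multigene family whose reads can be shared, so their values are uncertain.

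The 5 largest negative differences belonged to Gm22357, Ccl8 (-4.97), Gm27747 (-3.93), Ptgds (-3.84) and Pf4 (-3.76). Gm22357 had 48.5 ± 6.89 TPM in the DBA samples (SD, n = 2) and was listed at 0 in both c-Kit samples. Gm27747 had an SD of 49.0 TPM around a DBA mean of 44.3 TPM, and its difference was -2.47 and not called without DBA replicate 1 (adjusted p 0.117, limma). It was also not called without c-Kit replicate 1 (-2.99), without the low-value filter or without the variance trend.

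All 8 principal cell markers were lower in the c-Kit fraction, with a median of -2.87. Aqp2 had 1304 ± 314 TPM there and 12598 ± 1489 TPM in the DBA fraction (SD, n = 2 each; log2 difference -3.29, adjusted p 2.31e-05, limma). The 4 type A markers were higher with a median of 5.16 and the 4 type B markers with a median of 2.50. Both fractions also held transcripts of other cells. Cd74 had 3441 ± 198 TPM in the c-Kit and 10152 ± 256 TPM in the DBA samples, and Slc34a1 had 1116 ± 86.8 and 2237 ± 73.8 TPM (SD, n = 2 each). Among the thick ascending limb markers Ptger3 was higher in the c-Kit fraction (2.83) and Cldn10 lower (-0.72, but not called without DBA replicate 2), and Umod, Slc12a1 and Cldn16 were not called by limma. Slc12a1 was called without c-Kit replicate 2 (0.32), and Cldn16 under quantile normalization (0.58) and without the variance trend (0.30). In the single cells Ptger3 averaged 46.2 TPM in type B, 20.7 TPM in type A and 0.0543 TPM in principal cells. Cldn10 averaged 135.9 TPM in proximal tubule cells and was detected in 11 of 19 of them. The differences of Ptger3 and Cldn10 therefore need not come from thick ascending limb.

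Of the physiology list 22 genes were tested in this comparison, and 18 were called over all genes tested and 18 when adjusted over the list alone. Avpr1a had 437 ± 7.47 TPM in the c-Kit and 14.4 ± 0.601 TPM in the DBA samples (SD, n = 2 each; log2 difference 4.83, adjusted p 5.58e-07, limma). Avpr2 (-2.96), Kcnj1 (-2.27) and Scnn1g (-2.26) were lower. Notch2 was lower (-1.63, adjusted p 6.94e-04, limma), with 5.73 ± 1.52 against 19.7 ± 2.33 TPM, and Hes1 was lower (-0.76), whereas Jag1 (0.89) and Dll4 (1.84) were higher. Notch1, Jag2, Dll1 and Nr3c2 were not called. Tfcp2l1 was called (0.25) but lost its call without DBA replicate 1, DBA replicate 2 or c-Kit replicate 1, where its difference lay between 0.21 and 0.27, and without the variance trend. Nr3c1 (-0.52) and the proximal tubule marker Lrp2 (-0.50) lost their calls without either DBA replicate, and Notch3 (-1.36) without DBA replicate 2. Mast cell transcripts, listed later, were present in the c-Kit samples, with 39.8 ± 5.61 TPM of Cpa3 (SD, n = 2).

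Log2 differences were compared across genes between the data sets, with genes not being independent replicates. The c-Kit minus DBA differences and the type A minus principal cell differences had a Spearman rho of 0.395 over 11240 genes, and 63.6% of these genes had the same sign. The GFP and c-Kit comparisons had a rho of 0.227 over 12781 genes, and the GFP comparison and the single-cell difference one of 0.000197 over 10683 genes. The alternative that moved the first of these most was a mean of at least 10 in both data sets, with a rho of 0.478.

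The microdissected tubules address which transcripts separate the collecting duct from the thick ascending limb. Of 13520 genes tested with limma, 2526 were called, 1782 higher and 744 lower in CCD. The median difference over all genes tested was 0.31, and quantile normalization moved it to -0.03 and the split to 1221 higher and 1244 lower. The alternative that moved the count most was weighting samples by their estimated precision, with 4401 genes called. The largest differences in favour of CCD belonged to Rhcg (9.96), Hsd11b2 (9.86), Aqp2 (9.80), Aqp3 (9.73) and Scnn1b (9.41). Aqp2 had 15409 ± 4153 TPM in CCD (SD, n = 11) and 19.2 ± 11.9 TPM in cTAL (SD, n = 8; adjusted p 3.29e-17, limma). The largest differences in favour of cTAL belonged to Slc12a1 (-8.70), Egf (-8.46), Umod (-8.09), Ppp1r1b (-7.70) and Ppp1r1a (-7.38). Umod had 40070 ± 6723 TPM in cTAL (SD, n = 8) and 205 ± 177 TPM in CCD (SD, n = 11; adjusted p 7.95e-13, limma).

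Markers of both intercalated types were present in CCD. Slc26a4 had 1149 ± 261 TPM in CCD and 0.880 ± 0.588 TPM in cTAL, and Slc4a1 had 290.1 ± 115 and 0.226 ± 0.152 TPM (SD, n = 11 and n = 8). Atp6v1b1 was measured in both segments, with 680 ± 155 TPM in CCD and 174 ± 56.0 TPM in cTAL (SD, n = 11 and n = 8; log2 difference 2.00, adjusted p 7.77e-09, limma). None of the proximal tubule and non-epithelial markers tested was called between the segments with the design used.

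**Figure D3:**
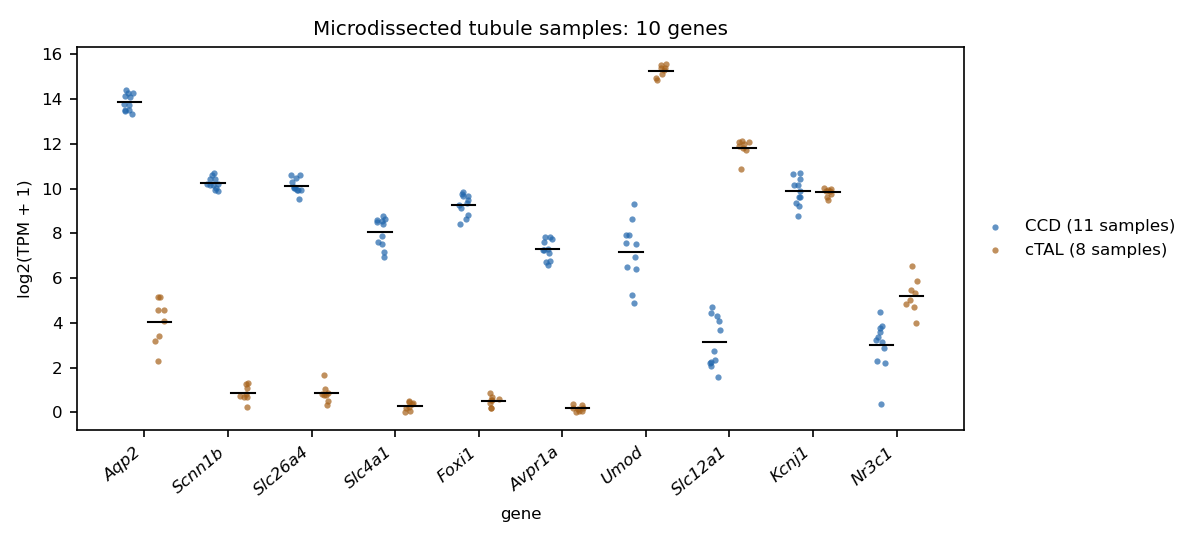
Values of 10 genes (horizontal axis) are plotted as log2(TPM + 1) (vertical axis) for 11 CCD and 8 cTAL samples; each point is a sample, spread sideways at random, and black bars are means. Aqp2 lies high in CCD and Umod high in cTAL without overlap, and Kcnj1 overlaps between segments.

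Of the physiology list 19 genes were tested in the tubules, and 17 were called over all genes tested and 17 when adjusted over the list alone. Avpr1a had 161 ± 49.2 TPM in CCD and 0.134 ± 0.107 TPM in cTAL (SD, n = 11 and n = 8; log2 difference 7.11, adjusted p 7.46e-16, limma). Avpr2 had 1210 ± 269 TPM in CCD and 63.3 ± 43.6 TPM in cTAL. Nr3c1 was the only called gene of the list that was lower in CCD, with 9.03 ± 5.86 against 41.3 ± 24.1 TPM (SD, n = 11 and n = 8; log2 difference -2.19, adjusted p 0.00124, limma). Kcnj1 did not differ beyond the replicate spread, with 1017 ± 410 and 921 ± 114 TPM (SD, n = 11 and n = 8; log2 difference 0.04, adjusted p 0.928, limma), and Jag1 was not called (1.04, adjusted p 0.251, limma), although it was with sample weights (1.38, adjusted p 0.00663) and without the CCD sample with the fewest genes (1.39, adjusted p 0.0364). Notch1 (1.66) was called, but not under quantile normalization (0.98, adjusted p 0.0704), and Notch2 (1.73) was called, but not when no low-value filter was applied (adjusted p 0.0689, limma) or when samples were averaged within the m-number of their column (1.80, adjusted p 0.117, limma).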

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

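The test of proximal tubule transcripts was chosen only after its result was seen; the tests of collecting duct carry-over and of other splits of the samples were chosen before.

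In the 8 cTAL samples, 12 of 55 genes examined had 1 sample whose gap to the nearest of the others took a large part of the whole range, by Dixon's criterion at 95%. For normally distributed values chance gives this in about 1 gene in 20. TPM values near 0 are skewed and genes within a sample do not vary independently, so the rate that chance gives here is not known and the number of such genes is not read as an excess. Some of these values are under 1 TPM and carry little weight: Dmrt2 at 0.15 and Gata3 at 0.62 TPM in m2_cTAL1 and Aqp4 at 0.18 TPM in m7_cTAL1. Dll1 stood at 1.7 TPM in m6_cTAL2, Slc26a4 at 2.2 TPM in m3_cTAL1, Ptprc at 9.77 TPM in m2_cTAL1 and Car2 at 724.26 TPM in m3_cTAL1. No explanation was tested for these 7 values.

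Sample m7_cTAL1 was far above the others in the proximal tubule transcripts Miox (444.87 TPM) and Lrp2 (12.03 TPM). Proximal tubule cells carried over with the dissected tubule may be the source. A further 4 proximal tubule markers were examined, and m7_cTAL1 was highest or next to highest of the 8 in 4 of them, with 93.88 TPM of Slc34a1 against a median of 5.89 TPM in the other samples. The signal was not confined to this sample: m7_cTAL2 was next with 60.0 TPM of Slc34a1 and 171.61 TPM of Miox, and among the CCD samples m4_CCD1, m7_CCD1, m7_CCD2 and m2_CCD2 had 471, 338, 296 and 279 TPM of Miox. As the genes belong to 1 cell type and the test was chosen after the values, this does not exclude other sources, and no biological explanation was tested.

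Sample m6_cTAL1 had the highest Slc4a9 (3.97 TPM) and Aqp6 (0.82 TPM) and the lowest Slc12a1 (1877.66 TPM) of the 8. Its Aqp6 is under 1 TPM and carries little weight too. Collecting duct cells carried over with the tubule would bring their abundant transcripts. Among the other 19 principal and intercalated markers this sample was highest in 1, Atp6v1b1 (268.18 TPM), while its Aqp2 was 9.56 TPM against a median of 22.9 TPM in the others and its Fxyd4 4.33 TPM against 17.0 TPM. These values argue against collecting duct carry-over. The lower level was not confined to Slc12a1: the sample was also lowest of the 8 in Umod (29949 TPM), Egf (5465 TPM) and Ptger3 (276 TPM), though not in Cldn16 (525 TPM) or Cldn10 (986 TPM). What lowered these genes stays open.

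The difference between CCD and cTAL itself was set against other splits of the 19 samples. Of 100 splits into 11 and 8, the real one included, 1 gave as many called genes as the real one with its 2526. The highest other split gave 1686, but it kept 10 of the 11 CCD samples together and so was close to the real one. Apart from it the other splits gave at most 2, and the median was 0. Chance assignment of the samples can therefore be excluded as the source of the count.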

How the results depend on the processing

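The m-number block, the averaging within m-number and the fit without the CCD sample with fewest genes were chosen only after the data were seen; the other alternatives were set beforehand.

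No gene named in the 3 replicated comparisons changed the direction of a called difference. Of 637 values of 64 genes in the GFP comparison under 10 alternatives, 617 kept their side of the threshold, 3 gained a call and 17 lost one. In the c-Kit comparison these were 684, 7 and 14 of 705 values, and in the tubules 544, 3 and 3 of 550.

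With limma on RPKM the GFP comparison called 1639 genes, 744 higher and 895 lower, on 13474 genes tested. The other scale and the loss of the count model change together there, and the cause was not tested. DESeq2 called 5635 of 19291 genes. Sample weights raised the tubule calls to 4401, 3391 of them higher, and quantile normalization raised the lower calls to 1244; the cause was not tested. Without the CCD sample with fewest genes 3078 genes were called, and averaging within m-number gave 1788.

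Leaving out a sample leaves 1 in a group, which is then assumed to vary like the other group. In the GFP comparison called genes ranged from 3616 to 4211, higher from 1562 to 1992 and lower from 2054 to 2391. In the c-Kit comparison called genes ranged from 3458 to 5701, higher from 1394 to 1969 and lower from 2064 to 3732, the lowest values without DBA replicate 2 and the next without DBA replicate 1 (3600, 1456 and 2144). Fewer samples lower the power of these fits.

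The replicate number as a block gave 5897 calls in the GFP and 6271 in the c-Kit comparison. The headers of the deposited RPKM table name a first and a second experiment for both GFP fractions, so the GFP samples may be paired by experiment. The count columns carry replicate numbers that are not stated to be these experiments, and the pairing stays open. The block changed no call of a named gene in the GFP comparison, and called 17 in place of 16 genes of the physiology list when adjusted over the list alone. Deviations of same-numbered samples correlated across genes at 0.143 for GFP and 0.0264 for c-Kit and DBA, over only 2 numbers each. The block added a call for Pecam1 in the c-Kit comparison (-0.43, adjusted p 0.0189, limma). For the tubules no fit on the numbers of the titles was possible because the columns carry none. The m-number of the columns as a block gave 2588 calls and added Miox (2.62, adjusted p 0.0332, limma). Deviations correlated more within an m-number on average, at 0.0954 against -0.0947 between m-numbers within a segment and at 0.0669 against -0.00850 across segments. Single pairs with the same m-number ranged from -0.126 to 0.305 within and from -0.00631 to 0.223 across segments, so a shared source of such samples stays open.

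Across data sets, requiring a mean of at least 10 in both moved the rho of the c-Kit and single-cell differences to 0.478, of the GFP and c-Kit differences to 0.191 and of the GFP and single-cell differences to -0.0188. Pearson's correlation gave 0.462, 0.338 and 0.0512 for these, and a pseudocount of 0.1 moved the first to 0.388. The third is too near 0 for its sign to be read.

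For the single cells, the number of markers highest in their own type was 29 with medians and 31 in the other alternatives. The number detected in at least 50% of the cells of their own type was 27, or 29 with any TPM above 0. For single genes, 144 of the levels counted as moved and 48 as the same, and of the shares of cells detected, 368 and 382. These counts do not show by how much a value moved, and another summary over cells gives another quantity. They therefore do not measure how stable the values of single genes are. The filter of 1000 genes per cell removed no cell, so values under it could only stay the same, and it is no test. The alternatives within the DBA and c-Kit gate were not run, since columns could not be tied to gates, so the part of the sort label in the differences between types stays open. Depth is known only for the GFP samples. For all others a TPM near 0 cannot be told from a transcript missed at low depth.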

Other observations

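The tests of the steps along the running numbers, the test of Atp6v1b1 in principal cells, the test of thick ascending limb in the CCD sample with few genes and both tests of intercalated transcripts in principal cells were chosen only after their results were seen, and the mast cell column was picked after its values were seen; the other tests were chosen before.

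In the CCD samples, m2_CCD2 had 7621 genes at a TPM of at least 1, against 10323 to 14004 in the other 10. Its correlation with them across genes was 0.624 to 0.674, against 0.764 to 0.968 among the others. Thick ascending limb in place of a large part of the collecting duct is argued against, since the 5 markers of that segment stood at a median of 0.225% of their cTAL mean and at most 5.86%. For other segments and cell types the question stays open. The sample was highest of the 11 in 1 of 18 markers, Col1a2 (23.1 TPM against a median of 1.66 TPM in the others), but low markers could hardly be highest in a sample that lacks low genes. It was above the median of the others in Slc34a1 (76.5 against 27.4 TPM) and Miox (279 against 64.0 TPM), and below it in Cd74 (128 against 278 TPM). Of genes with a mean of 1 to 10 TPM in the others, 63.0% were under 0.1 TPM here, against 3.85% to 44.9% in the other samples. Of genes at 10 to 100 TPM these were 18.6% against 0.0960% to 5.93%, and of genes at 100 TPM or more 0.173% against at most 0.0577%. As the sample was picked for its few genes, these shares describe the missing genes and do not test whether low-abundance transcripts were lost in making the library. Depth is not known, so a shallow library and a small amount of RNA cannot be told apart.

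The single-cell columns carry running numbers within a type. Among principal cells, 4 of the first 37 columns had Atp6v1g3 at 1 TPM or more, whereas all of the last 37 did, the lowest at 2.93 TPM. The largest step of 1 gene per type was located, Atp6v1g3 in principal cells and Aqp2 in type A, non-epithelial and proximal tubule cells. In proximal tubule cells this was a fall, from a median of 1015 TPM to 26.3 TPM. If the numbers followed runs or pools of cells, the step could lie at a sum of the cell numbers per sort label. It did so in 1 of 4 types, the principal cells, where 1 of 73 possible positions is such a sum. In type A, non-epithelial and proximal tubule cells, where 6 of 86, 6 of 31 and 6 of 18 positions are, it did not. The numbers are not stated to be those of the titles, so this test leaves the question open.

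Over 50 genes chosen for a high type A mean relative to the first 37 principal columns, the median level in the last 37 principal columns rose with the type A mean (Spearman rho 0.789 across genes, which are not independent), at a median of 0.237% of it. RNA or reads of other cells of the same run are a candidate explanation. A few chambers that held an intercalated cell together with a principal cell are argued against as the whole cause, as 83.3% of values in these columns were above 0, against 26.9% in the first 37, where the choice of genes itself favours low values. Of the values, 15.6% exceeded 10% of the type A mean, so a smaller number of such chambers is not excluded. No biological explanation was tested.

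In 1 column named type A, A-IC_42, the mast cell genes Cpa3, Cma1 and Fcer1a stood at 6459, 8032 and 924 TPM, against at most 1.21 TPM in the other 86 columns. These were 3 of 7 listed mast cell genes; Ms4a2 stood at 2.91 TPM, and Tpsb2, Tpsab1 and Mcpt4 were listed at 0 in all type A columns, this one included. A mast cell with no intercalated cell in the chamber could give this, and such a cell would carry the Kit label. Of 8 intercalated markers, 4 reached 10 TPM in that column, among them Car2 at 3880 TPM and Slc4a1 at 33.85 TPM. With carry-over of intercalated transcripts open, a mast cell alone and a mast cell together with an intercalated cell cannot be told apart.

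Principal cell markers were higher in the GFP-positive fraction. Distal convoluted and connecting tubule cells in that fraction may contribute: all 7 listed genes were higher, with a median log2 difference of 3.97, Klk1 at 4023 CPM and Slc8a1 at 1715 CPM being the most abundant. In the c-Kit comparison 2 of these 7 were higher and 1 lower. Atp6v1b1 expression in principal cells, and with it the reporter, is another candidate explanation. In single cells Atp6v1b1 was detected in 66 of 74 principal cells, at a mean of 184 and a median of 31.2 TPM. It was also detected in 9 of 19 proximal tubule cells (median 0.76 TPM) and 23 of 32 non-epithelial cells (71.9%, median 2.82 TPM). It was at 1 TPM or more in 31 of the first 37 principal columns, where Atp6v1g3 was in 4, so carry-over of intercalated transcripts does not account for all of it. GFP itself was not measured in these cells, and both explanations stay open.

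Immunoglobulin genes were among the largest differences of the c-Kit fraction. Of 7 listed plasma cell genes 3 passed the filter and 2 were called higher, Igkc (234.6 ± 122.8 TPM) and Jchain (20.8 ± 8.32 TPM; SD, n = 2). The third, Derl3, was not called (0.39, adjusted p 0.160, limma). Jchain, at 2.51 ± 3.34 TPM in the DBA samples (SD, n = 2; adjusted p 0.0144, limma), is not an immunoglobulin gene, so reads shared between immunoglobulin genes do not account for its difference. Which immunoglobulin genes the reads belong to stays uncertain. With 3 of the 7 genes tested, plasma cells stay open as the source. In the GFP comparison 4 of the 7 were tested, with 2 lower in the GFP-positive fraction.

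Kit was higher in the c-Kit fraction, and mast cells, which carry Kit, may add to it. Of the 7 listed mast cell genes 5 were tested and 4 were higher, Cpa3 at 39.8 and Cma1 at 19.3 TPM being the most abundant, whereas Ms4a2 was lower (-1.40). Kit stood at 756 TPM, and Slc4a1, absent from the mast list, was also higher. In the single cells Kit was detected in 82 of 87 type A cells, at a median of 183.7 TPM. Cpa3 was at most 1.01 TPM in 86 of these cells. Type A cells are therefore a source of Kit without mast cells, and how much mast cells add stays open. None of the 7 mast cell genes was tested in the GFP comparison.

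Ccl8 and Pf4 were higher in the DBA fraction. Macrophages in that fraction may be the source, since all of the 7 genes listed for macrophages in the DBA fraction were called higher there, C1qb at 1472 TPM against 247 TPM and C1qc at 973 against 152 TPM. In the GFP comparison the 6 that were tested were lower in the GFP-positive fraction. Ptgds, also higher in the DBA fraction, was left out of this pattern after it was seen in proximal tubule cells. Its mean there was 672 TPM, but its median was 6.23 TPM and it was detected in 10 of 19 cells.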
